A study of Mus musculus with 15 samples. Its data were reported in "Regulation of Gene Expression by PI3K in Mouse Growth Plate Chondrocytes" (2010).

How the data were processed

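Gene expression was measured on 15 Affymetrix Mouse Genome 430 2.0 arrays, 3 for each of 5 groups of primary chondrocytes: DMSO, LY294002, UO126, SB202190 and TSA. The series describes the arrays as biological replicates and the study as independent experiments, but the labels do not say that arrays of the same number share an experiment. The authors deposited 1 table of signal intensity made with MAS5, which summarizes the probes of each probe set and scales each array. On every array the mean signal, with 2% of the values trimmed at each end, was 150, so the values are linear and scaled to a common mean, and no detection calls were used. The depth of an array can be read only from its signals, and the number of arrays limits the precision.

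Of the 45101 probe sets, 34958 had 1 gene symbol in the probe annotation, 932 had several and 9211 had none listed. Symbols were matched by gene ID to the mouse RefSeq table (99.4% of those with 1 symbol), which changed 0 of them, and no coordinates were used. The 64 control probe sets were left out of the tests. A probe set was tested when its group mean reached a signal of 50 in at least 1 of the 5 groups, which left 21765 probe sets, 19760 of them with 1 symbol, for 11751 genes. A gene was represented by 1 probe set (5037 genes had more), chosen by its mean log2 signal over all arrays.

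Signals under 1 were set to 1 and log2 transformed. A linear model with the 5 groups was fitted to all 15 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of the prior variance on the mean signal. Each inhibitor was compared with DMSO, and UO126 with SB202190 and LY294002 with UO126, SB202190 and TSA, 8 comparisons in all. The p-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Differences are signed as the first group named minus the second. Changes by fold alone were counted as ratios of group mean signals at 1.4, 2, 5 and 7-fold, over probe sets with a mean of 50 in either group.

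Lists of genes were fixed before the data were examined: the 4 genes the study selected, cartilage matrix and Sox factors, hypertrophy and mineralization, matrix proteases, cholesterol biosynthesis, fatty acid synthesis, FoxO-regulated genes, ribosomal proteins, ERK feedback genes, immediate early genes, S phase and DNA replication, G2 and mitosis, p53 targets, Wnt/beta-catenin targets, TGF-beta and BMP responsive genes, hedgehog targets, inflammatory genes, interferon-stimulated genes, amino acid response, endoplasmic reticulum chaperones, glycolysis and hypoxia, autophagy and lysosome, HDAC family, histones, neuronal genes, and markers of fibroblasts, osteoblasts, smooth muscle, skeletal muscle, macrophages and leukocytes, osteoclasts, endothelium, adipocytes and erythroid cells. Each list was tested against all other genes with camera of limma, with a preset correlation of 0.01 between genes, adjusted over 33 lists and 4 comparisons (132 tests), and again with the correlation estimated from the data. A shift common to all genes does not move this test. Some lists share genes, such as hypertrophy and osteoblast (4) and fibroblast and osteoblast (2). List genes under the signal threshold were not analysed here.

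The genes named were fixed by rule. They are the 4 study genes, then for each comparison with DMSO the 8 largest rises and 8 largest falls (3 and 3 between inhibitors) among genes past the threshold with a mean of at least 200 in the higher group and all arrays of 1 group on 1 side of the other, ranked by the log2 change with signals under 50 set to 50 and passing over predicted genes. Non-overlapping groups arise by chance in 10% of genes with 3 arrays against 3. For each list described they are also up to 4 members with the smallest p past the threshold and up to 2 further members in list order, and values are printed for a part of these. Of the macrophage list, members were also named in the comparisons with LY294002 and SB202190.

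Arrays of the same number were treated as paired where their deviations from the group means correlated at 0.1 or more for each of the 3 numbers, which held for LY294002 with DMSO, UO126 with DMSO and LY294002 with UO126, and the counts with replicate number as a block are given there. Each of the 15 arrays correlated best with its own number in the other groups.

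The alternatives chosen before the data were examined were quantile normalization, centring each array on its median log2 signal, no filter, a filter in 2 of 5 groups, a mean of 100 over all arrays, log2 of signal plus 16, signals under 50 set to 50, no variance trend, a fit of the 2 groups compared alone, replicate number as a block, and leaving out each array. For lists they were also the estimated correlation and the mean of all probe sets of a gene, for fold counts geometric means, other filters and division by the array median, and for correlations genes with a mean signal of 200. Chosen after the data were seen were leaving out the 5 arrays numbered 3, the list tests between inhibitors, the list tests after centring, and the lists of lysosomal, rapid response, Nrf2 and Ahr genes in the closing section. The similarity of inhibitor responses was measured by Pearson's r across genes, beside 100 simulated sets of groups without any effect that share their DMSO arrays.

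The test was tried on simulated data built from the LY294002 and DMSO arrays, with 200 changed probe sets in each of 10 sets. It recovered 43.6% of changes of 1.5-fold, 73.8% of 2-fold, 90.4% of 3-fold and 96.2% of 4-fold, with 5.41% false calls. Lists of 25 genes shifted by 0.3 on the log2 scale were found in 10 of 10 sets, and unshifted lists in 0.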

Results

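Primary chondrocytes, the cells that build cartilage, came from CD1 mouse embryos at embryonic day 15.5 and were grown in monolayer. They received 1 of 4 inhibitors, or the vehicle DMSO, for 24 hours. LY294002 blocks the lipid kinase PI3K, UO126 blocks MEK, the kinase that activates ERK, and trichostatin A (TSA) blocks histone deacetylases. SB202190 is grouped with the MEK/ERK pathway inhibitors in the series description and is usually described as an inhibitor of p38 MAP kinases. LY294002, UO126 and SB202190 were used at 10 µM, whereas the TSA dose was not used here because its unit cannot be read from the labels. Each array gave a MAS5 signal for 45101 probe sets. The median signal lay between 29.8 and 39.96 on the 15 arrays, and between 40.9% and 44.96% of the probe sets reached a signal of 50. The 3 arrays per group limit the precision of every value. Signals are given as mean ± SD, and log2 changes as estimate ± SE, with n = 3 arrays in every group. Folds are computed from the log2 change, except where ratios of mean signals are named. Members of a gene list are those measured, and counts over the list alone are adjusted within it. The adjusted p of a list is given with the preset correlation between genes and, marked estimated, with the correlation estimated from the data. A group mean under 50 leaves the size of a change imprecise, as for Pparg with LY294002, Tnfsf11 and Cnn1 with SB202190, and F13a1, Chad, Vgf, Tnni2, Omd and Pik3ip1 with TSA. Where a call ended when 1 array was left out, the arrays concerned are named by group and replicate, with the adjusted p without them and its range over all alternatives.

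The 4 comparisons with DMSO differed widely in size, with TSA far above the other inhibitors. Of 21765 probe sets tested, 1693 passed the threshold with LY294002, 584 with UO126, 619 with SB202190 and 11914 with TSA. Arrays of 1 group correlated across probe sets with r from 0.967 to 0.981, and TSA arrays correlated with the other groups at 0.836 to 0.866. These values describe the arrays and carry no test.

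**Figure D1:**
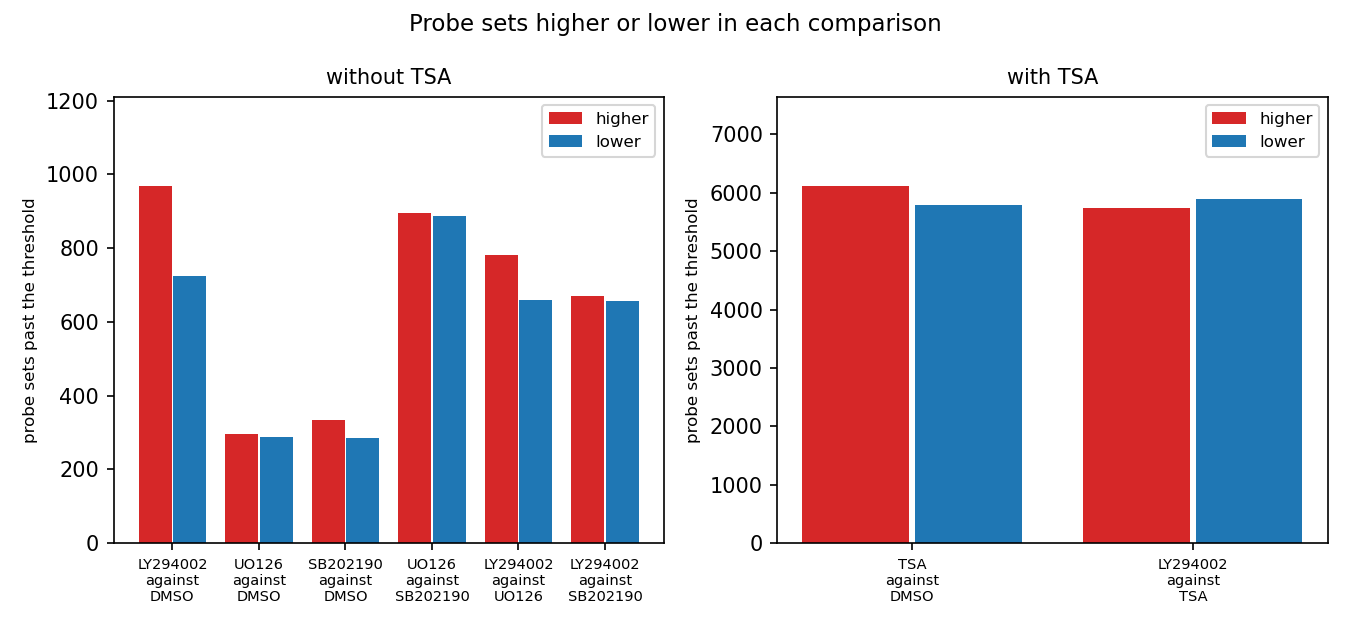
Number of probe sets past the threshold that were higher (red) or lower (blue) in the first group named, for each of the 8 comparisons. The 6 comparisons without TSA stand on the left and the 2 with TSA on the right, on separate vertical axes that start at 0. LY294002 against DMSO gave 969 higher and 724 lower probe sets, and TSA against DMSO gave 6118 and 5796.

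The comparison of LY294002 with DMSO asks which chondrocyte genes depend on PI3K. Klf2, a zinc finger transcription factor, rose 2.77-fold, to a signal of 681 ± 108 against 244 ± 9.69 in DMSO (adjusted p = 9.59e-05). The aggrecan- and versican-cleaving protease gene Adamts9 rose 2.53-fold (adjusted p = 0.000306), and the secreted factor Angptl7 rose 2.53-fold (adjusted p = 0.000339). The largest falls were in Hpgd, which encodes the enzyme that inactivates prostaglandins, and in the keratin gene Krt18. Hpgd fell 4.04-fold, to 66.2 ± 6.36 against 268 ± 34.1 (adjusted p = 2.4e-06), and Krt18 fell 3.77-fold, to 65.6 ± 8 against 246 ± 15.4 (adjusted p = 1.53e-06). In these genes, as in every gene named by its size of change below, all 3 treated arrays lay on 1 side of all 3 arrays of the other group.

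Further rises with LY294002 were in the MAP kinase phosphatase Dusp1 (log2 change 1.19 ± 0.32), the thioredoxin-binding protein Txnip (1.17 ± 0.15), the adhesion protein Svep1 (1.13 ± 0.25), the phosphatase Ptpn13 (1.09 ± 0.15) and the deubiquitinase Usp11 (1.09 ± 0.10). Further falls were in Uroc1, an enzyme of histidine breakdown (log2 change -1.65 ± 0.35), the synuclein gene Sncg (-1.59 ± 0.28), the potassium channel Kcnn4 (-1.42 ± 0.37), the AP-1 subunit Fosl1 (-1.32 ± 0.14), the kallikrein Klk10 (-1.29 ± 0.22) and Prg4, which encodes lubricin (-1.19 ± 0.22). Their adjusted p ran from 5.8e-05 for Usp11 to 0.0363 for Dusp1. Leaving out 1 array ended the call of Dusp1 (DMSO 1, 2 or 3 or LY294002 1 or 2, adjusted p 0.0619 to 0.12, alternatives 0.000214 to 0.12), Svep1 (LY294002 2 or 3, adjusted p 0.0524 to 0.0555, alternatives 3.63e-05 to 0.125), Uroc1 (LY294002 2, adjusted p = 0.0501, alternatives 0.000888 to 0.0726) and Kcnn4 (any of the 6 arrays, adjusted p 0.0535 to 0.088, alternatives 0.00018 to 0.088).

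The study selected 4 genes on these samples, Phlda2, F13a1, Nr4a1 and Adamts5, so their directions here are not independent evidence. Phlda2, an imprinted gene with a pleckstrin homology domain, fell 2.83-fold, to 33.7 ± 3.24 against 95.3 ± 10.3 (log2 change -1.50 ± 0.23, adjusted p = 0.00183), and its LY294002 mean lay under the signal threshold of 50. F13a1, the A subunit of coagulation factor XIII, fell to 130.3 ± 11.7 against 211 ± 19.3 (log2 change -0.70 ± 0.16, adjusted p = 0.0157). The call of F13a1 ended without 1 array (DMSO 2 or LY294002 2 or 3, adjusted p 0.0521 to 0.0666, alternatives 0.0035 to 0.0939). Adamts5, which encodes an aggrecanase, rose to 706 ± 36.5 against 454 ± 41.6 (log2 change 0.64 ± 0.11, adjusted p = 0.00365), while its other 2 probe sets had adjusted p = 0.0557 and 0.608. Nr4a1, an orphan nuclear receptor induced within minutes by many stimuli, had 674 ± 398 against 171 ± 23.9 (log2 change 1.75 ± 0.61, adjusted p = 0.0897), and adjusted p = 0.00471 with replicate number as a block. Over these 4 genes alone, 2 rose and 2 fell, against 1 and 2 over all probe sets, and as a list they did not pass (adjusted p = 0.781, 0.883 estimated).

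**Figure D2:**
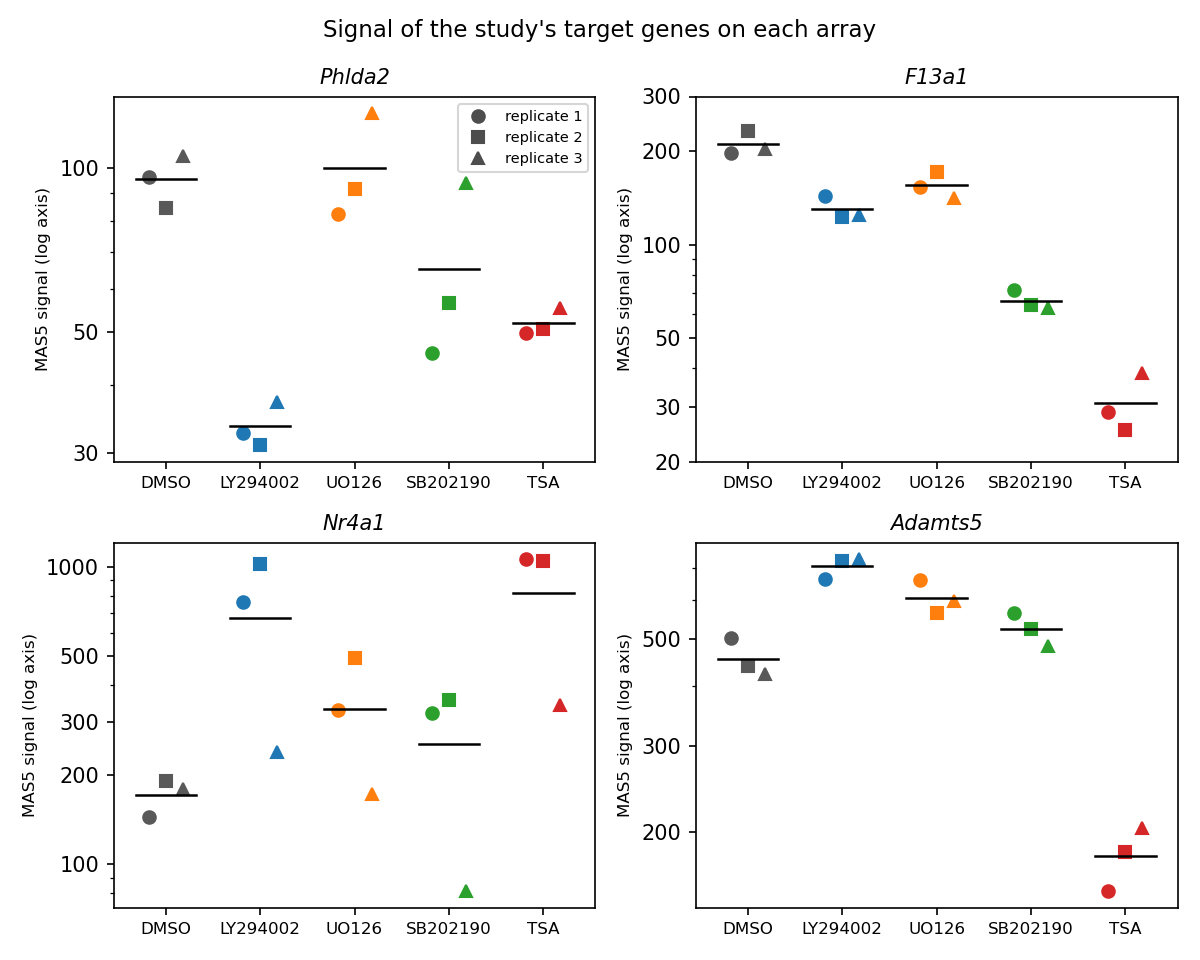
MAS5 signal of Phlda2, F13a1, Nr4a1 and Adamts5 on each of the 15 arrays, on log axes. Each point is 1 array, its shape gives the replicate number, and the horizontal lines are group means. Phlda2 averaged 33.7 with LY294002 and 95.3 with DMSO, F13a1 averaged 66.0 with SB202190 and 31.0 with TSA, and the LY294002 signals of Nr4a1 spread with an SD of 398.

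Lipid synthesis genes fell as lists with LY294002, with the preset but not with an estimated correlation. In the cholesterol biosynthesis list, 0 of 20 members rose and 9 fell (0 and 14 over the list alone), all 20 had a negative log2 change and the median was -0.42 (adjusted p = 6.5e-10, 0.0944 estimated). Examples are Fdps (-0.76 ± 0.11), Lss (-0.70 ± 0.12), Nsdhl (-0.52 ± 0.092) and Msmo1 (-0.45 ± 0.091), enzymes of the sterol pathway. In the fatty acid synthesis list, 0 of 16 members rose and 7 fell (0 and 9 over the list alone) (adjusted p = 7.41e-07, 0.0903 estimated). Scd1, the stearoyl-CoA desaturase, fell by 0.93 on the log2 scale, Elovl6 by 0.59, the regulator Srebf1 by 0.79 and Acss2 by 0.68. Glycolysis and hypoxia genes also fell (adjusted p = 0.0277, 0.194 estimated), where 2 of 29 members rose and 7 fell (2 and 9 over the list alone), among them the glucose transporter Slc2a3 (-0.72 ± 0.14). The adipocyte list fell (adjusted p = 0.0304, 0.222 estimated), with 3 of 8 members past the test over all probe sets and 4 adjusted over the list alone, including Pparg, a regulator of fat cell formation (-0.77 ± 0.21). With 1 array left out, the call ended for the glycolysis and hypoxia list (DMSO 3 or LY294002 2, adjusted p 0.0641 to 0.0667, alternatives 0.00209 to 0.0667), the adipocyte list (DMSO 2 or LY294002 3, adjusted p 0.0536 to 0.082, alternatives 0.00547 to 0.0905) and Pparg (DMSO 2 or 3 or LY294002 1, 2 or 3, adjusted p 0.0519 to 0.141, alternatives 0.0136 to 0.218).

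FoxO-regulated genes, which PI3K signalling represses through Akt, rose with LY294002 (adjusted p = 0.00267, 0.0944 estimated). In that list 6 of 23 members rose and 0 fell (6 and 0 over the list alone), with Klf2 and Txnip above, the insulin receptor Insr (0.55 ± 0.11) and Gadd45a (0.65 ± 0.13) as examples. Immediate early genes, which cells switch on without new protein synthesis, rose (adjusted p = 0.000163, 0.421 estimated), where 4 of 26 members rose and 0 fell (8 and 0 over the list alone). Besides Dusp1, the members past the test included the nuclear receptor Nr4a2 (0.83 ± 0.20). With replicate number as a block, 12 immediate early genes rose and 0 fell. The list mean lay above the same-numbered DMSO array by 0.92 and 0.81 for replicates 1 and 2, and by 0.076 for replicate 3. Histone genes rose (adjusted p = 0.000993, 0.187 estimated), where 4 of 14 members rose and 0 fell (6 and 0 over the list alone), among them H2az2 (0.88 ± 0.11) and H2ac19 (1.02 ± 0.15). The autophagy and lysosome list rose (adjusted p = 0.00451, 0.382 estimated), where 4 of 27 members rose and 1 fell (6 and 1 over the list alone), with the autophagy kinase Ulk1 (0.82 ± 0.14) and Atg12 (0.50 ± 0.099) higher and the lysosomal enzyme Gla lower (-0.57 ± 0.12). Calls that ended without 1 of the arrays were those of Dusp1 (above), Nr4a2 (DMSO 1 or 3 or LY294002 2 or 3, adjusted p 0.0518 to 0.0728, alternatives 0.00623 to 0.148), the autophagy and lysosome list (DMSO 1 or LY294002 3, adjusted p 0.0582 to 0.0714, alternatives 0.000214 to 0.0714) and Gla (LY294002 2, adjusted p = 0.0514, alternatives 0.00797 to 0.118).

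The cartilage matrix and Sox factor list rose with LY294002 (adjusted p = 0.00381, 0.543 estimated), with 22 of 23 members on the positive side. The matrilin Matn4 passed by itself (0.54 ± 0.15), 3 members rose over the list alone and 9 rose with the block. Col2a1, the main cartilage collagen, had -0.024 ± 0.19 (adjusted p = 0.956) and Col9a1 0.19 ± 0.13 (adjusted p = 0.392). Endoplasmic reticulum chaperone genes fell (adjusted p = 0.00305, 0.126 estimated), where 0 of 22 members rose and 4 fell (0 and 5 over the list alone), including Dnajb11 (-0.46 ± 0.087). The amino acid response list fell, with a median of -0.11 that turned to 0.016 with each array centred on its median (adjusted p = 0.0107, 0.595 estimated), where 0 of 29 members rose and 5 fell (1 and 5 over the list alone), with the serine synthesis enzyme Psat1 (-0.46 ± 0.075) and the mTOR inhibitor Ddit4 (-1.16 ± 0.19) as examples. Centring also moved the medians of the glycolysis, chaperone, S phase, adipocyte and interferon lists, from -0.137, -0.155, -0.153, -0.185 and -0.22 to -0.0096, -0.027, -0.025, -0.057 and -0.092. The list of p53 targets fell (adjusted p = 0.00293, 0.156 estimated), where 1 of 20 members rose and 3 fell (1 and 6 over the list alone), with Ccng1 lower (-0.35 ± 0.075) and Rrm2b higher (0.40 ± 0.12). Single arrays decided the call of the cartilage matrix and Sox factors list (DMSO 1 or LY294002 3, adjusted p 0.0792 to 0.129, alternatives 1.73e-05 to 0.129), Matn4 (DMSO 1 or 3 or LY294002 1, 2 or 3, adjusted p 0.0653 to 0.145, alternatives 0.0312 to 0.175), the amino acid response list (DMSO 3 or LY294002 2, adjusted p 0.0813 to 0.157, alternatives 0.000348 to 0.157) and Rrm2b (DMSO 2 or 3 or LY294002 1, 2 or 3, adjusted p 0.0979 to 0.162, alternatives 0.0173 to 0.223).

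Among the remaining lists, the S phase and DNA replication list fell with LY294002 as a group (adjusted p = 0.0103, 0.445 estimated), with 0 of 28 members past the limma test on either scale (0 higher and 6 lower at an unadjusted p under 0.05), Mcm2 at -0.32 ± 0.098 (adjusted p = 0.0605) and Mcm3 at -0.33 ± 0.1 (adjusted p = 0.0552). The skeletal muscle list fell, with a median log2 change of -0.59 (adjusted p = 0.00451, 0.535 estimated), and the interferon-stimulated list fell (adjusted p = 0.0391, 0.187 estimated), both with 0 members past the limma test on either scale (0 higher and 2 lower, and 1 higher and 6 lower, at an unadjusted p under 0.05). TGF-beta and BMP responsive genes missed the threshold (adjusted p = 0.0523, 0.187 estimated) and passed it with the block (adjusted p = 0.0303), where 3 of 23 members rose and 0 fell (7 and 3 over the list alone), among them Id4 (0.61 ± 0.12). Endothelial genes (adjusted p = 0.398, 0.528 estimated), with a median of -0.26, and macrophage and leukocyte genes (adjusted p = 0.351, 0.694 estimated) did not pass as lists, and 1 of 11 macrophage members, the platelet factor Pf4, fell (-0.97 ± 0.18) on either scale of adjustment. The median, mean and test did not share 1 sign for the study target, hypertrophy, ERK feedback, inflammatory and osteoblast lists, none of which passed in this comparison. The call rested on single arrays for the S phase and DNA replication list (DMSO 1, adjusted p = 0.0914, alternatives 0.00142 to 0.0914), the skeletal muscle list (DMSO 1 or LY294002 3, adjusted p 0.0792 to 0.0923, alternatives 3.13e-05 to 0.0923) and the interferon-stimulated genes list (DMSO 1 or 2 or LY294002 1 or 3, adjusted p 0.062 to 0.101, alternatives 0.00843 to 0.17).

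By limma, the 1693 probe sets with LY294002 were 969 higher and 724 lower, a share of 57.2% higher, and 141 of them differed at least 2-fold (47 higher, 94 lower). They represented 1113 genes, 662 higher and 451 lower. The same replicate numbers moved together across LY294002 and DMSO arrays (r of 0.42, 0.16 and 0.3 across probe sets), and with number as a block 3057 probe sets passed, 1705 higher and 1352 lower. Centring each array on its median signal moved the median log2 change to 0.12 and gave 1190 calls, 1019 higher and 171 lower. Quantile normalization gave 1032 and 870, so the balance nearly held with it but not with centring. Without 1 array the count was 1900 (DMSO 1, 1197 higher and 703 lower), 900 (DMSO 2), 910 (DMSO 3), 956 (LY294002 1), 852 (LY294002 2) or 1053 (LY294002 3), and it was 344 without the 5 arrays numbered 3 and 488 with the 2 groups alone in the fit. Of the lists, 15 of 33 passed camera with the preset correlation and 0 with an estimated one (9 at an unadjusted p under 0.05).

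Counted by fold alone, as ratios of mean signals, 2159 of 19991 probe sets with a signal of 50 in either group differed at least 1.4-fold between LY294002 and DMSO, 940 higher and 1219 lower. Of these, 43.9% also passed the limma test. At least 2-fold, 195 probe sets differed, 67 higher and 128 lower, at 5-fold 1 differed, and at 7-fold 0. A single DMSO array against the mean of the other 2 gave 2774, 1736 and 1889 probe sets at 1.4-fold, and 345, 183 and 213 at 2-fold. Without DMSO replicate 1 the counts were 3245 and 325, and with no filter 11961 and 3321.

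The comparison of UO126 with DMSO asks which genes depend on MEK. Igfbp2, a binding protein for insulin-like growth factors, rose 2.78-fold, to 690.3 ± 219 against 242 ± 33.5 (adjusted p = 0.00117), and the BMP antagonist Chrdl1 rose 2.4-fold (adjusted p = 9.5e-05). The interleukin-1 receptor antagonist Il1rn fell 3.54-fold, to 95.8 ± 7.96 against 339 ± 20.2 (adjusted p = 5.11e-06), and Krt18 fell 3.5-fold (adjusted p = 1.73e-06). Feedback genes of the ERK pathway fell with UO126, and cartilage matrix and smooth muscle genes rose, as lists that passed with the preset but not with an estimated correlation.

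Further rises with UO126 were in the neutral sphingomyelinase Smpd3 (log2 change 1.38 ± 0.35), Megf6 (1.24 ± 0.19), the proprotein convertase Pcsk6 (1.23 ± 0.19) and the elastin gene Eln (1.16 ± 0.16). Further falls were in Klk10 (-1.69 ± 0.22), Prg4 (-1.62 ± 0.22), the transcription factor Mitf (-1.57 ± 0.16), Sbsn (-1.54 ± 0.14), the cytokine signalling inhibitor Socs3 (-1.47 ± 0.19) and the protease inhibitor Slpi (-1.31 ± 0.16). Of the study's 4 genes, 0 passed the limma test with UO126 (1 higher and 1 lower at an unadjusted p under 0.05), where F13a1 had -0.44 ± 0.16 (adjusted p = 0.195), Phlda2 0.048 ± 0.23 (adjusted p = 0.965), Nr4a1 0.84 ± 0.61 (adjusted p = 0.602) and Adamts5 0.42 ± 0.11 (adjusted p = 0.0582). Adjusted over those 4 genes alone, 1 rose and 1 fell, and the list did not pass (adjusted p = 0.692, 0.806 estimated). Leaving out 1 array ended the call of Smpd3 (DMSO 1 or 2 or UO126 1, 2 or 3, adjusted p 0.056 to 0.201, alternatives 9.03e-07 to 0.201).

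The ERK feedback list fell with a median log2 change of -0.54 (adjusted p = 1.18e-08, 0.0631 estimated), where 0 of 17 members rose and 5 fell (0 and 9 over the list alone). Its called members were Fosl1 (-1.21 ± 0.14), the ETS factor Etv5 (-0.73 ± 0.13), Phlda1, Dusp4 and the ERK phosphatase Dusp6 (-1.03 ± 0.24). The cartilage list rose (adjusted p = 4.99e-07, 0.273 estimated), where 2 of 23 members rose and 0 fell (7 and 0 over the list alone), 10 rose with the block, and 22 of 23 lay on the positive side. Fmod, which encodes the collagen-binding protein fibromodulin, rose to 2018 ± 271 against 893 ± 169 (adjusted p = 0.000566), Col9a2 rose to 633 ± 203 against 267 ± 16.2 (adjusted p = 0.00559), and Col2a1 had a log2 change of 0.10 ± 0.19 (adjusted p = 0.885). Smooth muscle and contractile genes rose (adjusted p = 1.33e-06, 0.0944 estimated), where 4 of 12 members rose and 0 fell (8 and 0 over the list alone), with Myl9 (0.96 ± 0.088) and the smooth muscle actin Acta2 (0.53 ± 0.12). Osteoblast genes rose (adjusted p = 0.00327, 0.257 estimated), where 2 of 11 members rose and 0 fell (5 and 0 over the list alone), namely Cthrc1 (0.45 ± 0.11) and Smpd3. With 1 array left out, the call ended for Phlda1 (DMSO 1 or 2 or UO126 1 or 3, adjusted p 0.0535 to 0.0909, alternatives 0.0105 to 0.0909), Dusp4 (DMSO 2 or 3 or UO126 1, adjusted p 0.052 to 0.0634, alternatives 0.00419 to 0.169), Dusp6 (any of the 6 arrays, adjusted p 0.0555 to 0.132, alternatives 0.000455 to 0.132), Acta2 (DMSO 1 or 2 or UO126 1 or 3, adjusted p 0.0555 to 0.108, alternatives 0.00487 to 0.108), the osteoblast list (DMSO 1, adjusted p = 0.0551, alternatives 0.000139 to 0.0551), Cthrc1 (DMSO 1 or 2 or UO126 1, 2 or 3, adjusted p 0.0535 to 0.171, alternatives 0.00289 to 0.171) and Smpd3 (above).

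Both cell cycle lists fell as groups with UO126, S phase and DNA replication (adjusted p = 1.89e-06, 0.187 estimated) and G2 and mitosis (adjusted p = 7.64e-05, 0.382 estimated), with 0 members past the limma test on either scale and 9 and 4 lower at an unadjusted p under 0.05. Their medians were -0.21 and -0.17, with Mcm2 at -0.12 ± 0.098 (adjusted p = 0.651) and Mki67 at -0.15 ± 0.11 (adjusted p = 0.618). The inflammatory list fell (adjusted p = 0.00718, 0.528 estimated), with 0 of 21 members past the limma test over all probe sets, 1 lower over the list alone and 3 lower at an unadjusted p under 0.05, and Cxcl1 had -1.01 ± 0.54 (adjusted p = 0.44). The endothelial list fell (adjusted p = 0.0394, 0.187 estimated), with 1 of 6 members lower on either scale, Cd34 (-1.52 ± 0.22). Skeletal muscle genes passed with the block (adjusted p = 0.0329, 0.207 without it). The median, mean and test differed in sign for the matrix protease, TGF-beta and BMP, amino acid response, HDAC, fibroblast, osteoclast and adipocyte lists, none of which passed. Single arrays decided the call of the endothelial list (DMSO 2 or 3 or UO126 1, adjusted p 0.0561 to 0.122, alternatives 0.0222 to 0.122).

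By limma, 297 probe sets were higher and 287 lower with UO126, representing 405 genes (221 higher, 184 lower), and 122 differed at least 2-fold (40 higher, 82 lower). Replicate numbers moved together here too (r of 0.42, 0.23 and 0.22), and with the block 1032 probe sets passed, 538 higher and 494 lower. Centring gave 280 calls and the 2 groups alone 245, and the count was 414, 377 and 381 without DMSO 1, 2 and 3, 417, 359 and 321 without UO126 1, 2 and 3 and 208 without the 5 arrays numbered 3. Of the lists, 8 of 33 passed camera with the preset correlation and 0 with an estimated one (5 at an unadjusted p under 0.05).

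The comparison of SB202190 with DMSO asks which genes respond to that inhibitor. Gpnmb, a glycoprotein of lysosomes and melanosomes, rose 3.13-fold, to 531 ± 33.5 against 171 ± 30.2 (adjusted p = 1.39e-05), and the carbonic anhydrase gene Car3 rose 3.61-fold, to 236 ± 42.6 against 67.2 ± 20.7 (adjusted p = 0.00325). Prg4 fell 3.54-fold, to 103 ± 22.4 against 359 ± 24.8 (adjusted p = 0.000317), and the hyaluronan synthase Has2 fell 2.66-fold (adjusted p = 6.03e-06). Wnt target, hedgehog target, cartilage and osteoblast genes fell as lists and lysosomal genes rose, of which the Wnt list alone passed with an estimated correlation.

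Further rises with SB202190 were in Map2k6, the kinase that activates p38 (log2 change 1.22 ± 0.21), the matrix protein Sned1 (1.16 ± 0.20), the metallothionein Mt1 (1.13 ± 0.17), the inflammasome adaptor Pycard (1.12 ± 0.20), heme oxygenase Hmox1 (1.06 ± 0.23) and Vegfb (1.02 ± 0.12). Further falls were in the extracellular superoxide dismutase Sod3 (-1.60 ± 0.25), C1qtnf3 (-1.51 ± 0.14), Smpd3 (-1.37 ± 0.35) and Rgcc (-1.37 ± 0.099). Of the study's genes, F13a1 fell 3.19-fold, to 66 ± 4.86 against 211 ± 19.3 (log2 change -1.68 ± 0.16, adjusted p = 3.34e-05). The other 3 did not pass, with Phlda2 at -0.61 ± 0.23 (adjusted p = 0.203), Nr4a1 at 0.31 ± 0.61 (adjusted p = 0.874) and Adamts5 at 0.21 ± 0.11 (adjusted p = 0.388), and 2 of the 4 fell over the list alone (adjusted p = 0.0771, 0.222 estimated). Calls that ended without 1 of the arrays were those of Pycard (SB202190 1, adjusted p = 0.0518, alternatives 0.000219 to 0.0518), Hmox1 (DMSO 1 or 2 or SB202190 1, 2 or 3, adjusted p 0.0553 to 0.0966, alternatives 0.0181 to 0.0966) and Smpd3 (DMSO 2 or 3 or SB202190 1 or 2, adjusted p 0.0929 to 0.189, alternatives 1.49e-06 to 0.189).

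Wnt/beta-catenin targets fell with SB202190, the list that also passed with an estimated correlation (adjusted p = 4.07e-06, 0.0387 estimated), where 0 of 13 members rose and 3 fell (0 and 6 over the list alone). They were the secreted Wnt inhibitor Wif1 (-1.60 ± 0.16), Ccn4 (-0.96 ± 0.14) and Apcdd1 (-0.56 ± 0.097), while the feedback gene Axin2 had -0.42 ± 0.18 (adjusted p = 0.249). Hedgehog targets fell (adjusted p = 0.000627, 0.126 estimated), where 0 of 8 members rose and 2 fell (0 and 5 over the list alone), namely the receptor Ptch1 (-0.88 ± 0.12) and the transcription factor Gli1 (-1.06 ± 0.20). TGF-beta and BMP responsive genes fell (adjusted p = 0.0277, 0.156 estimated), where 1 of 23 members rose and 4 fell (4 and 6 over the list alone), with the activin antagonist Fst (-1.04 ± 0.10) and Pmepa1 (-0.95 ± 0.13) lower and Id3 higher (0.59 ± 0.097). The call rested on single arrays for Gli1 (DMSO 2 or SB202190 1, adjusted p 0.0503 to 0.0562, alternatives 0.00163 to 0.134) and the TGF-beta and BMP responsive genes list (DMSO 3, adjusted p = 0.0954, alternatives 0.015 to 0.119).

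Cartilage genes fell with SB202190 (adjusted p = 8.55e-06, 0.353 estimated), where 0 of 23 members rose and 3 fell (0 and 3 over the list alone) and 22 of 23 lay on the negative side. Ucma fell to 320 ± 21.2 against 799 ± 90.4 (adjusted p = 2.84e-05), Chad had a log2 change of -0.67 ± 0.17, and Col2a1 had -0.014 ± 0.19 (adjusted p = 0.987). Hypertrophy and mineralization genes fell (adjusted p = 3.46e-05, 0.222 estimated), where 0 of 16 members rose and 2 fell (0 and 6 over the list alone), namely the osteoclast-inducing ligand Tnfsf11 (-1.18 ± 0.23) and bone sialoprotein Ibsp (-1.34 ± 0.33), while Col10a1 had -0.56 ± 0.56 (adjusted p = 0.697). Osteoblast genes, 4 of which the hypertrophy list also names, fell (adjusted p = 8.04e-05, 0.18 estimated), where 0 of 11 members rose and 3 fell (0 and 5 over the list alone), with Cthrc1 (-0.51 ± 0.11) an example. Smooth muscle genes fell (adjusted p = 0.00072, 0.187 estimated), where 0 of 12 members rose and 2 fell (0 and 2 over the list alone), Cnn1 (-2.40 ± 0.45) and Myl9. Fibroblast and perichondrium genes fell (adjusted p = 0.0302, 0.257 estimated), where 1 of 26 members rose and 2 fell (3 and 5 over the list alone), with the matrix protein gene Tnc lower (-0.58 ± 0.13). The test was missed without single arrays by Chad (DMSO 1, 2 or 3 or SB202190 1 or 2, adjusted p 0.0804 to 0.164, alternatives 0.0105 to 0.164), Tnfsf11 (DMSO 3 or SB202190 2 or 3, adjusted p 0.0523 to 0.0716, alternatives 0.00146 to 0.239), Ibsp (any of the 6 arrays, adjusted p 0.0533 to 0.168, alternatives 0.00984 to 0.168), Cthrc1 (DMSO 2 or 3 or SB202190 1 or 2, adjusted p 0.0559 to 0.108, alternatives 0.00157 to 0.119), Cnn1 (SB202190 1, adjusted p = 0.0523, alternatives 7.15e-05 to 0.331), Myl9 (DMSO 2 or 3 or SB202190 1 or 2, adjusted p 0.0559 to 0.12, alternatives 0.00423 to 0.16), the fibroblast and perichondrium list (DMSO 2 or 3, adjusted p 0.119 to 0.122, alternatives 0.00115 to 0.147) and Tnc (DMSO 2 or 3 or SB202190 1 or 3, adjusted p 0.0869 to 0.128, alternatives 0.0184 to 0.202).

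The autophagy and lysosome list rose with SB202190 (adjusted p = 0.000399, 0.257 estimated), where 3 of 27 members rose and 0 fell (8 and 0 over the list alone), the sialidase Neu1 (0.74 ± 0.13) and the cathepsins Ctsa (0.42 ± 0.085) and Ctsb. FoxO-regulated genes rose (adjusted p = 0.00127, 0.0903 estimated), where 4 of 23 members rose and 0 fell (6 and 0 over the list alone), with Gadd45a (0.82 ± 0.13) as an example. The adipocyte list rose (adjusted p = 0.000993, 0.0944 estimated), where 2 of 8 members rose and 0 fell (4 and 0 over the list alone), Car3 and the lipoprotein lipase Lpl (0.71 ± 0.15). The amino acid response list fell (adjusted p = 0.0186, 0.617 estimated), where 0 of 29 members rose and 1 fell (0 and 1 over the list alone), Ddit4 (-0.99 ± 0.19). The median, mean and test differed in sign for the matrix protease, ribosomal protein, G2 and mitosis, neuronal and osteoclast lists, none of which passed. With 1 array left out, the call ended for Ctsa (DMSO 1 or SB202190 2 or 3, adjusted p 0.0511 to 0.0838, alternatives 0.00276 to 0.134), Ctsb (DMSO 1 or 2 or SB202190 1, 2 or 3, adjusted p 0.0547 to 0.0958, alternatives 0.00441 to 0.148), Lpl (DMSO 1 or 3 or SB202190 1, 2 or 3, adjusted p 0.0523 to 0.0902, alternatives 0.00707 to 0.149), the amino acid response list (DMSO 3 or SB202190 1 or 2, adjusted p 0.0679 to 0.352, alternatives 0.000413 to 0.352) and Ddit4 (SB202190 1 or 2, adjusted p 0.0678 to 0.0688, alternatives 0.00105 to 0.0688).

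By limma, 334 probe sets were higher and 285 lower with SB202190, representing 414 genes (236 higher, 178 lower), and 83 differed at least 2-fold (27 higher, 56 lower). Centring each array on its median gave 210 calls, no filter 410 and the 2 groups alone 181. Without 1 array the count was 535 (DMSO 1), 285 (DMSO 2), 320 (DMSO 3), 213 (SB202190 1), 227 (SB202190 2) or 391 (SB202190 3), and without the 5 arrays numbered 3 it was 191. Of the 33 lists, 12 passed with the preset correlation and 1 with an estimated correlation.

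The comparison of TSA with DMSO asks which genes respond to histone deacetylase inhibition, and it gave the largest changes of the 4. Uchl1, a neuronal ubiquitin hydrolase, rose 19.9-fold, to 1205 ± 96.6 against 60.4 ± 3.76 (adjusted p = 8.62e-11), and the mitochondrial protein gene Chchd10 rose 18.1-fold (adjusted p = 3.54e-09). Igfbp5, a binding protein for insulin-like growth factors, fell 19.7-fold, to 114 ± 1.67 against 2266 ± 359 (adjusted p = 2.78e-12), and Scrg1, a gene of chondrocytes, fell 17.6-fold (adjusted p = 5.27e-11). Mitosis, replication and cartilage genes fell as lists, and neuronal genes rose, none of which passed with an estimated correlation.

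Further rises with TSA were in Bex4 (log2 change 4.81 ± 0.24), Bex1 (4.07 ± 0.32), Cystm1 (3.89 ± 0.14), the imprinted gene Nnat (3.96 ± 0.16), the keratin-associated Krtap1-5 (3.82 ± 0.20) and the junctional protein F11r (3.70 ± 0.22). Further falls were in C1qtnf3 (-4.13 ± 0.14), the cartilage proteins Ucma (-4.11 ± 0.12) and Matn3 (-3.86 ± 0.29), thymidine kinase Tk1 (-3.90 ± 0.15), the matrix protein Aspn (-5.57 ± 0.23) and Klk10 (-3.75 ± 0.22). The DMSO means of Bex4, Nnat and F11r and the TSA means of Ucma, Aspn and F13a1 lay under a signal of 50, so their fold sizes are imprecise. All 4 of the study's genes passed on either scale, with Nr4a1 higher (2.09 ± 0.61, adjusted p = 0.00842), and F13a1 (-2.79 ± 0.16, adjusted p = 1.51e-09), Adamts5 (-1.36 ± 0.11, adjusted p = 7.69e-08) and Phlda2 (-0.87 ± 0.23, adjusted p = 0.00499) lower (adjusted p = 0.119, 0.257 estimated for the list).

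In the G2 and mitosis list all 30 members fell with TSA, by a median log2 change of -1.95 (adjusted p = 1.58e-18, 0.0944 estimated). Cyclin A2, Ccna2, changed by -2.86 ± 0.098, Birc5 by -2.57 ± 0.10 and the proliferation marker Mki67 by -2.18 ± 0.11. In the S phase and DNA replication list 0 of 28 members rose and 27 fell (adjusted p = 3.32e-11, 0.0944 estimated), including Rrm2 (-2.43 ± 0.093) and Mcm3 (-2.58 ± 0.1). The cartilage list fell by a median of -1.92 (adjusted p = 4.8e-09, 0.222 estimated), where 0 of 23 members rose and 22 fell, including Chad (-3.28 ± 0.17), Epyc (-2.69 ± 0.15) and Matn1 (-3.27 ± 0.18). The exception was Col2a1, with 0.017 ± 0.19 (adjusted p = 0.95). Neuronal genes rose by a median of 2.02 (adjusted p = 1.22e-05, 0.0631 estimated), where 17 of 20 members rose and 1 fell, including Bex2 (2.78 ± 0.11), Vgf (4.96 ± 0.35) and Stmn2 (2.29 ± 0.33).

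Several other matrix and cell type lists fell with TSA. In the fibroblast list 2 of 26 members rose and 18 fell (adjusted p = 0.000248, 0.0944 estimated), with Lum (-1.56 ± 0.11) and Pdgfrb (-1.59 ± 0.13) lower, Thy1 higher (1.25 ± 0.10) and Col1a1 at -0.20 ± 0.18 (adjusted p = 0.372). In the skeletal muscle list 0 of 18 members rose and 14 fell (adjusted p = 0.000123, 0.395 estimated), including Tnni2 (-5.25 ± 0.29), and in the osteoblast list 0 of 11 members rose and 7 fell (adjusted p = 0.00381, 0.257 estimated), including Omd (-3.81 ± 0.12) and Sp7 (-1.63 ± 0.19). In the hypertrophy list 2 of 16 members rose and 11 fell (adjusted p = 0.0334, 0.528 estimated), including the collagenase Mmp13 (-2.40 ± 0.27) and the parathyroid hormone receptor Pth1r (-2.34 ± 0.28). In the macrophage and leukocyte list 2 of 11 members rose and 9 fell (adjusted p = 0.0384, 0.356 estimated), with lysozyme Lyz2 lower (-2.19 ± 0.14) and the lysosomal protein Cd68 higher (2.11 ± 0.18). Hedgehog targets fell (adjusted p = 0.0409, 0.277 estimated), where 0 of 8 members rose and 6 fell. The call rested on single arrays for the hypertrophy and mineralization list (DMSO 3 or TSA 1, adjusted p 0.0559 to 0.0565, alternatives 0.00254 to 0.0565), the macrophage and leukocyte list (DMSO 3, adjusted p = 0.0506, alternatives 0.0201 to 0.0707) and the hedgehog targets list (DMSO 3 or TSA 1, adjusted p 0.0539 to 0.0637, alternatives 0.0251 to 0.0637).

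Metabolic lists moved in both directions with TSA. Cholesterol biosynthesis fell (adjusted p = 7.14e-05, 0.222 estimated), where 2 of 20 members rose and 17 fell. The amino acid response list fell (adjusted p = 0.000993, 0.484 estimated), where 3 of 29 members rose and 19 fell, including Mthfd2 (-2.26 ± 0.12) and its regulator Atf4 (-1.30 ± 0.11). Endoplasmic reticulum chaperones fell (adjusted p = 0.0186, 0.187 estimated), where 3 of 22 members rose and 15 fell. Glycolysis and hypoxia genes rose (adjusted p = 0.0262, 0.191 estimated), where 17 of 29 members rose and 7 fell, with Pfkp higher (1.89 ± 0.11) and the hexokinase Hk2 lower (-0.70 ± 0.11). The autophagy and lysosome list rose (adjusted p = 0.00191, 0.335 estimated), where 17 of 27 members rose and 1 fell. FoxO-regulated genes rose (adjusted p = 0.00646, 0.0944 estimated), where 15 of 23 members rose and 2 fell, with Txnip higher (2.59 ± 0.15) and Pik3ip1 lower (-1.60 ± 0.16). Immediate early genes rose (adjusted p = 0.000401, 0.445 estimated), where 20 of 26 members rose and 0 fell, and interferon-stimulated genes rose (adjusted p = 0.0304, 0.18 estimated), where 12 of 21 members rose and 1 fell. Single arrays decided the call of the glycolysis and hypoxia list (DMSO 1, adjusted p = 0.056, alternatives 0.00436 to 0.056).

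By limma, 6118 probe sets were higher and 5796 lower with TSA, 54.7% of those tested, and 3983 differed at least 2-fold (2108 higher, 1875 lower). They represented 6926 genes, 3593 higher and 3333 lower. A common shift of all genes cannot be seen after scaling each array to 1 mean, and the 18 lists past the threshold numbered 0 by camera with an estimated correlation (9 at an unadjusted p under 0.05). Matrix proteases (median -0.66, adjusted p = 0.0771, 0.21 estimated), ribosomal proteins (median 0.12, adjusted p = 0.696, 0.957 estimated), histone deacetylases (median 0.035, adjusted p = 0.717, 0.806 estimated) and osteoclast genes (median -0.15, adjusted p = 0.692, 0.806 estimated) passed in none of the 4 comparisons with DMSO. The counts with TSA over the list alone were those over all probe sets for the lists that passed, except 21 and 0 for the immediate early list. The ERK feedback list differed in sign between its median (-0.08) and mean (0.027) with TSA. The erythroid list had 0 of 15 genes measured.

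**Figure D3:**
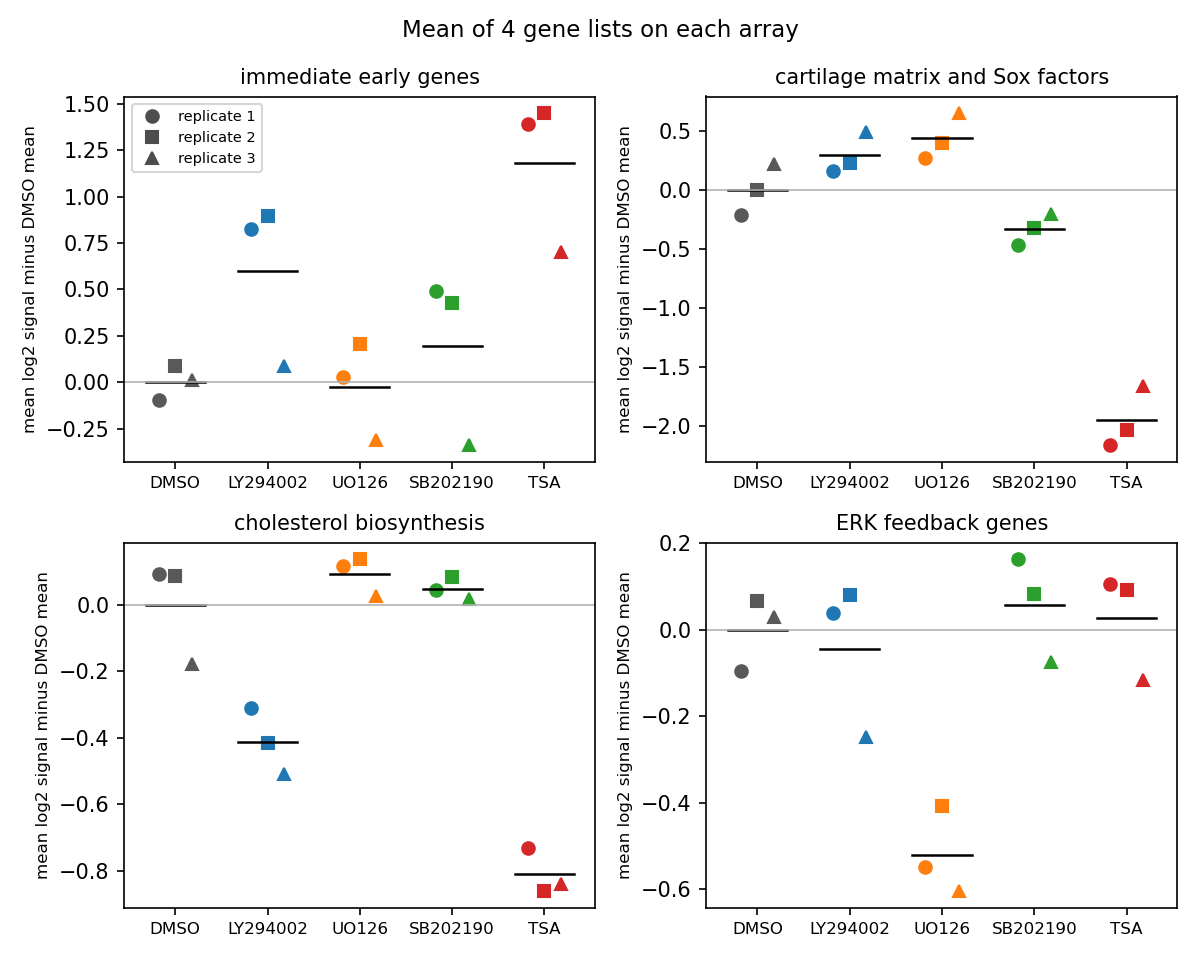
Mean log2 signal of the measured genes of 4 lists on each of the 15 arrays, relative to the mean of the 3 DMSO arrays. Each point is 1 array, its shape gives the replicate number, and the horizontal lines are group means. The immediate early list lay at 0.92 and 0.81 above the same-numbered DMSO array for LY294002 replicates 1 and 2 and at 0.076 for replicate 3, and the cartilage list had a median log2 change of 0.37 with UO126 and -0.29 with SB202190.

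The comparisons between inhibitors ask which responses differ at a matched time, and for LY294002, UO126 and SB202190 at a matched dose. UO126 and SB202190, which the series description puts in 1 class, differed at 1782 probe sets, 894 higher with UO126 and 888 lower. Smpd3 was 6.71-fold higher with UO126 than with SB202190 (1239 ± 395 against 189 ± 81.7, adjusted p = 0.000142), C1qtnf3 6.16-fold higher (adjusted p = 2.66e-08) and Igfbp2 5.11-fold higher (adjusted p = 6.87e-06). Gpnmb was 5.35-fold lower with UO126 (adjusted p = 9.52e-08), Mt1 4.64-fold lower (adjusted p = 1.77e-06) and Sned1 3.96-fold lower (adjusted p = 1.31e-05). The list tests between inhibitors were added after the comparisons with DMSO had been seen. Cartilage genes were higher with UO126 than with SB202190 by a median of 0.68 (adjusted p = 3.05e-13, 0.108 estimated), where 14 of 23 members were higher and 0 lower (16 and 0 adjusted over the list alone). Smooth muscle genes (adjusted p = 6.76e-10, 0.0233 estimated), Wnt targets (adjusted p = 2.18e-07, 0.00939 estimated), osteoblast genes (adjusted p = 2.95e-07, 0.0632 estimated) and hedgehog targets (adjusted p = 2.98e-05, 0.0608 estimated) were also higher with UO126, and ERK feedback genes were lower (adjusted p = 7.3e-06, 0.0608 estimated). Of 33 lists, 13 passed here and 2 did with an estimated correlation, and the count of probe sets was 1003 with centring, 1531, 1312 and 1078 without UO126 1, 2 and 3, 1033, 1156 and 1341 without SB202190 1, 2 and 3 and 774 without the 5 arrays numbered 3.

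LY294002 and UO126 differed at 1439 probe sets, 781 higher with LY294002 and 658 lower, and with number as a block at 2525, 1347 higher and 1178 lower. Angptl7 was 4.31-fold higher with LY294002 (1380 ± 139.8 against 320.1 ± 27.8, adjusted p = 1.18e-05), Dusp5 4.2-fold higher (adjusted p = 0.0171, with a UO126 mean under 50) and Sned1 3.46-fold higher (adjusted p = 0.000129). The small heat shock protein gene Cryab was 2.83-fold lower (adjusted p = 3.49e-05), Smpd3 2.67-fold lower (adjusted p = 0.0234) and the potassium channel Kcnk2 2.67-fold lower (adjusted p = 0.000289). Cholesterol genes (adjusted p = 2.09e-13, 0.055 estimated) and fatty acid synthesis genes (adjusted p = 1.66e-09, 0.0215 estimated) were lower with LY294002 than with UO126. Immediate early genes (adjusted p = 6.36e-05, 0.379 estimated), ERK feedback genes (adjusted p = 0.000171, 0.0668 estimated) and FoxO-regulated genes (adjusted p = 0.00271, 0.0608 estimated) were higher. Of 33 lists, 16 passed and 1 did with an estimated correlation, and centring gave 809 calls, 626 higher and 183 lower, after a shift of 0.11 in the median log2 change. Without 1 array the count was 771, 775 and 966 (LY294002 1, 2 and 3) or 1121, 837 and 789 (UO126 1, 2 and 3), without the 5 arrays numbered 3 it was 401, and with the 2 groups alone 841. Leaving out an array ended the call of Dusp5 (LY294002 1 or 2 or UO126 3, adjusted p 0.0726 to 0.0779, alternatives 0.00108 to 0.0779) and Smpd3 (LY294002 1 or 2 or UO126 2 or 3, adjusted p 0.054 to 0.105, alternatives 1.85e-06 to 0.105).

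LY294002 and SB202190 differed at 1326 probe sets, 669 higher with LY294002 and 657 lower. Angptl7 was 4.16-fold higher with LY294002 (adjusted p = 4.72e-06), the glycogen regulator Ppp1r3c 3.2-fold higher (adjusted p = 0.001) and Wif1 3.07-fold higher (adjusted p = 3.66e-05). Gpnmb was 9.27-fold lower (57.4 ± 6.17 against 531 ± 33.5, adjusted p = 7.38e-09), Car3 3.57-fold lower (adjusted p = 0.00173) and Krt18 3.08-fold lower (adjusted p = 3.94e-06). Cartilage genes (adjusted p = 8.72e-12, 0.13 estimated), Wnt targets (adjusted p = 1.84e-09, 0.00641 estimated) and TGF-beta and BMP responsive genes (adjusted p = 6.36e-05, 0.0205 estimated) were higher with LY294002. Cholesterol (adjusted p = 1.22e-11, 0.0626 estimated), fatty acid synthesis (adjusted p = 5.92e-10, 0.0205 estimated) and adipocyte genes (adjusted p = 2.67e-07, 0.0205 estimated) were lower. Of 33 lists, 17 passed and 4 did with an estimated correlation, and centring gave 715 calls, 498 higher and 217 lower. Without 1 array the count was 875, 813 and 802 (LY294002 1, 2 and 3) or 716, 795 and 857 (SB202190 1, 2 and 3), without the 5 arrays numbered 3 it was 490, and with the block 2092.

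LY294002 and TSA differed at 11616 probe sets, 5731 higher with LY294002 and 5885 lower, at doses that cannot be compared. Angptl7 was 39.3-fold higher with LY294002 (adjusted p = 3.07e-12), Aspn 58.5-fold higher (adjusted p = 3.83e-11) and Ucma 17.6-fold higher (adjusted p = 2.84e-12), all with TSA means under a signal of 50. Cystm1 was 27.7-fold lower (adjusted p = 2.84e-12), Chchd10 27-fold lower (adjusted p = 8.49e-10, with a LY294002 mean under 50) and Bex1 21.7-fold lower (adjusted p = 1.8e-08). Mitosis (adjusted p = 5.7e-18, 0.0632 estimated), replication (adjusted p = 5.92e-10, 0.0668 estimated) and cartilage genes (adjusted p = 6.5e-11, 0.149 estimated) were higher with LY294002 than with TSA, and neuronal genes were lower (adjusted p = 2.67e-07, 0.0205 estimated). Of 33 lists, 16 passed and 1 did with an estimated correlation, and centring gave 6331 higher and 4175 lower probe sets after a shift of 0.105. The median, mean and test differed in sign for lists that did not pass, namely matrix protease, glycolysis, skeletal muscle, macrophage and osteoclast genes between UO126 and SB202190, interferon-stimulated and macrophage genes between LY294002 and UO126, FoxO, ERK feedback, HDAC and macrophage genes between LY294002 and SB202190, and ribosomal protein, ERK feedback, HDAC and osteoclast genes between LY294002 and TSA.

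Across 11751 genes, the log2 changes against DMSO of the inhibitors were compared, with the same 3 DMSO arrays in every pair. Simulated groups without any effect gave r = 0.499 and a covariance of 0.0228 from the shared DMSO arrays alone. LY294002 and UO126 gave r = 0.416, LY294002 and SB202190 0.449, LY294002 and TSA 0.134, UO126 and SB202190 0.246, UO126 and TSA 0.0472, and SB202190 and TSA 0.25. The observed covariance differed from the simulated one by 0.0192, 0.0227, 0.0198, -0.00106, -0.00973 and 0.0467 in that order. The simulation took arrays as independent, whereas arrays of 1 number correlated across groups, so the sign of differences near 0 cannot be read. Without DMSO 1 r was 0.394 for UO126 and SB202190, and for UO126 and TSA it was 0.108 without DMSO 1, 0.09 without DMSO 2, 0.018 without UO126 2 and -0.0031 over genes with a mean signal of 200. LY294002 and SB202190 shared 97 genes that were higher and 55 that were lower, where independent lists would share 13.3 and 6.83, and the simulated groups shared 0. LY294002 and UO126 shared 75 and 60 genes, against 12.5 and 7.06 for independent lists. UO126 and SB202190 shared 25 genes in either direction, against 4.44 and 2.79, and 38 genes passed in opposite directions, against 7.04. Part of any excess may come from the shared controls.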

Values the study reported

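The study reported 5035 probe sets that changed with LY294002 at a 1.4-fold threshold, 2703 of them increased and 2332 decreased. At 2-fold, the study gave 416 increased and 596 decreased probe sets. At 5-fold it gave 9 increased and 14 decreased, and at 7-fold 1 of each. On the arrays, the study gave an 8-fold decrease of Phlda2, a 2-fold decrease of F13a1, a 2.7-fold increase of Nr4a1 and a 1.45-fold increase of Adamts5.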

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

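The tests on macrophage genes, on replicate number as the whole cause of the immediate early rise and on the share of chondrocytes were chosen only after the result was seen, as were those on the scaling with LY294002.

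Between UO126 and SB202190, 38 genes passed against DMSO in opposite directions, 28 of them higher with UO126 and lower with SB202190. All passed the direct test of the difference, which adds no support since the genes were chosen for opposite calls. Among the 28 were Fmod (2018 ± 271 with UO126, 574.5 ± 97.3 with SB202190 and 893 ± 169.2 with DMSO, where the SB202190 call ended without DMSO 2 or 3 or any SB202190 array, adjusted p 0.0593 to 0.196), Igfbp2, C1qtnf3, Cthrc1, Myl9 and Smpd3. The 10 in the reverse direction included Gpnmb, Mt1 and Sned1. The hybridization control probe sets, which the comparisons do not use, had a mean signal above the highest DMSO array (416.06) on 8 arrays: 905.87 on LY294002 1, 444.09 on LY294002 2, 438.48 on LY294002 3, 417.17 on UO126 1, 453.51 on SB202190 1, 420.36 on SB202190 2, 569.52 on TSA 1 and 658.4 on TSA 2. The poly-A control probe sets were above the highest DMSO array (81.717) on LY294002 1 (82.518) and LY294002 2 (96.603).

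F13a1, a gene of macrophages and chondrocytes, fell with LY294002 and SB202190, so fewer macrophages in the treated cultures was tested. The macrophage and leukocyte list changed by a mean of -0.187 (SE 0.124) with LY294002 and -0.107 with SB202190, less than F13a1 by 0.509 (SE 0.178) and 1.57 (SE 0.178), which argues against fewer macrophages as the cause. The abundant marker Lyz2, chosen after its values were seen, had 311 ± 54.8 against 257 ± 18.6 with LY294002 against DMSO, and Csf1r had a log2 change of -0.12. Pf4, also listed, fell with LY294002 (-0.97), which goes with fewer macrophages. A change within the macrophages or within the chondrocytes stays open, and a direct effect of the inhibitors on F13a1 was not tested.

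The rise of the immediate early list with LY294002 was smaller on arrays numbered 3, in 21 of 26 genes, so a difference between replicate numbers was tested. Blocked by number, the list mean was higher with LY294002 than with UO126 by 0.627 (SE 0.168) and than with SB202190 by 0.407 (SE 0.168), which argues against replicate number as the whole cause. For a part of the cause, rapid response genes outside the lists lay at -0.276 (LY294002), -0.103 (UO126), -0.257 (SB202190) and -0.265 (TSA) on arrays numbered 3 relative to 1 and 2, a mean of -0.225, and at 0.0477 in DMSO, so UO126 missed the -0.2 asked of each, while the immediate early list lay at -0.774, -0.428, -0.8 and -0.719, and at 0.0138 in DMSO. With 1 array of each number per group, a batch and a changed response to the inhibitor cannot be told apart for these genes, and the 18S RNA signal (3' probe set) was lowest on the array numbered 3 in all 5 groups (11.548 to 23.702, against 27.692 to 278.1 on the others), a sign of a batch that DMSO shared without the drop. An effect of PI3K inhibition itself stays open, as untested.

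Cartilage genes rose with UO126 and fell with SB202190 as a list with the preset correlation (adjusted p = 0.273 and 0.353 with an estimated one, 2 and 3 of 23 members past the test), and a change in the share of chondrocytes or the scaling of the arrays was tested. A lower share of chondrocytes with SB202190 would raise markers of other cells alike, but the smooth muscle list changed by -0.43 (SE 0.0786) and the osteoblast list by -0.645 (SE 0.173), while the adipocyte list changed by 0.618 (SE 0.116), fibroblast genes by -0.103 (SE 0.0413), skeletal muscle by 0.304 (SE 0.358; list adjusted p = 0.329, 0.0318 with replicate number as a block, which goes with it), macrophage by -0.107 and endothelial by -0.1, which argues against it. A higher share with UO126 would lower them, and endothelial genes (-0.383, SE 0.0599) and macrophage genes (-0.205, SE 0.124) go with that. Smooth muscle changed by 0.465 (SE 0.0786) and osteoblast by 0.367 (SE 0.173), which cannot decide it for the same reason. Adipocyte (0.196, SE 0.116), skeletal muscle (0.254, SE 0.358) and fibroblast genes (0.00498, SE 0.0413) did not fall. Their changes were small for their SE, which leaves a higher share with UO126 open. The list also rose with LY294002 (adjusted p = 0.543 with an estimated correlation). There endothelial (-0.313, SE 0.0599), adipocyte (-0.4, SE 0.116), skeletal muscle (-0.548), macrophage (-0.187) and fibroblast genes (-0.0626) go with a higher share. Smooth muscle (0.102, SE 0.0786) and endothelial genes moved apart by 0.415 (SE 0.0963). This pair was picked after a test of smooth muscle alone, as for UO126, had left it open. Since chondrocytes may express the smooth muscle genes, a higher share with LY294002 stays open. After quantile normalization the list median was -0.3 with SB202190, 0.339 with UO126 and 0.206 with LY294002, against -0.294, 0.366 and 0.205 as deposited, which argues against the scaling, and that the inhibitors moved matrix genes within chondrocytes is a hypothesis found and tested on the same data, while a change within cells of another type stays open.

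For the number of calls, all 10 splits of the 6 arrays of each comparison were refitted, and 3 arrays against 3 cannot give a share under 0.1. In each of the 8 comparisons 1 split, the real one, gave as many calls, and in every case these splits were too few to say more. The real counts and the highest of the other splits were 1693 and 3 for LY294002 against DMSO, 584 and 0 for UO126 against DMSO, 619 and 0 for SB202190 against DMSO and 11914 and 1 for TSA against DMSO. They were 1782 and 2 for UO126 against SB202190, 1439 and 1 for LY294002 against UO126, 1326 and 0 for LY294002 against SB202190 and 11616 and 0 for LY294002 against TSA. In the 3 comparisons with paired numbers, the highest count among the other splits that part all pairs was 0 in each, and among the splits that keep some pairs together 3, 0 and 1.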

How the results depend on the processing

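Chosen after the data were seen were the fits without the 5 arrays numbered 3 and the list tests between inhibitors and after centring. Of 275 named gene results past the threshold, 182 kept their call and direction under every alternative run and 93 lost the call in at least 1. Of 90 that had not passed, 64 kept their direction under every alternative. No list past the threshold reversed the direction of its test, and it no longer passed in 182 cases, 106 of them with the estimated correlation. Where an array is left out fewer arrays are fitted and power falls, and for the other changes the cause was not tested. The arrays limit what can be seen near a signal of 50, and where all arrays of both groups lie under 50, setting them to 50 gave no value.

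With replicate number as a block, the calls were 3057 for LY294002 against DMSO, 1032 for UO126 against DMSO, 1224 for SB202190 against DMSO, 2525 for LY294002 against UO126 and 2092 for LY294002 against SB202190. With each array centred on its median, they were 280 for UO126 and 210 for SB202190 against DMSO, 1003 for UO126 against SB202190, 809 for LY294002 against UO126 and 715 for LY294002 against SB202190. Without the 5 arrays numbered 3, they were 344, 208 and 191 for LY294002, UO126 and SB202190 against DMSO, 774 for UO126 against SB202190, 401 for LY294002 against UO126 and 490 for LY294002 against SB202190. With the 2 groups alone in the fit, they were 488, 245 and 181 for LY294002, UO126 and SB202190 against DMSO and 841 for LY294002 against UO126. No filter gave 410 calls for SB202190, and fold counts for LY294002 of 11961 at 1.4-fold and 3321 at 2-fold. The counts of the comparisons with TSA stayed within 1.5 times under every alternative run.

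Leaving out 1 array gave 852 to 1900 calls for LY294002 against DMSO, 321 to 417 for UO126, 213 to 535 for SB202190, 1033 to 1531 for UO126 against SB202190, 771 to 1121 for LY294002 against UO126 and 716 to 875 for LY294002 against SB202190. The fold counts ranged from 2186 to 3245 at 1.4-fold and from 195 to 325 at 2-fold. With the correlation estimated from the data, camera passed 0 lists for LY294002, 0 for UO126, 1 for SB202190 and 0 for TSA. The preset one passed 15, 8, 12 and 18, and the estimated one 9, 5, 7 and 9 at an unadjusted p under 0.05. The latter, estimated without the block, widens the test and may hold replicate effects.

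The correlation between inhibitor responses over genes with a mean signal of 200 was 0.1858 for LY294002 and TSA, 0.1343 for UO126 and SB202190, -0.003108 for UO126 and TSA, and 0.3261 for SB202190 and TSA. With quantile normalization it was 0.1895 for LY294002 and TSA. Leaving out 1 array gave 0.3449 to 0.5393 for LY294002 and UO126, 0.4156 to 0.5789 for LY294002 and SB202190, 0.117 to 0.1956 for LY294002 and TSA, 0.2003 to 0.3937 for UO126 and SB202190, 0.01829 to 0.1076 for UO126 and TSA, and 0.226 to 0.2941 for SB202190 and TSA. The highest of each range was without DMSO 1.

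The genes that reversed were all short of the threshold in the comparison concerned. With centring, the log2 change with LY294002 was 0.08062 for Acly, 0.1038 for Col2a1, 0.007961 for Csf1r, 0.01572 for Hk2, 0.001243 for Hsp90b1, 0.1242 for Lpl and 0.1047 for Sqstm1, and with SB202190 it was 0.02479 for Col2a1, 0.009043 for Col9a1, 0.0203 for Gli2 and 0.009654 for Tagln. With quantile normalization it was -0.01897 for Cebpa with LY294002, 0.0003581 for Col2a1 with SB202190 and -0.1288 for Col2a1 with TSA. Without the 5 arrays numbered 3 it was -0.02045 for Ddit3 and 0.07168 for Sqstm1 with LY294002, 0.137 for Col2a1, 0.0948 for Col9a1 and 0.008552 for Tagln with SB202190, 0.00834 for Col1a1 and 0.1036 for Col1a2 with TSA, and 0.01521 for Mcm2 and -0.05818 for Phlda2 with UO126.

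Leaving out 1 array, the log2 change with LY294002 ranged from -0.1537 to 0.04526 for Acly, -0.043 to 0.1691 for Atf4, -0.09397 to 0.1912 for Cebpa, -0.2756 to 0.1333 for Col2a1, -0.2347 to 0.01604 for Csf1r, -0.1819 to 0.2552 for Ddit3, -0.05014 to 0.05736 for Lpl and -0.1435 to 0.1371 for Sqstm1. With SB202190 it ranged from -0.1072 to 0.1049 for Atf4, -1.062 to 0.06559 for Col10a1, -0.2657 to 0.1432 for Col2a1, -0.1813 to 0.09518 for Col9a1, -0.09497 to 0.06136 for Gli2, -0.07325 to 0.9974 for Nr4a1 and -0.1546 to 0.06947 for Tagln. With TSA it ranged from -0.159 to 0.9682 for Col10a1, -0.3044 to 0.0431 for Col1a2, -0.2354 to 0.1735 for Col2a1 and -1.289 to 0.1291 for Dmp1, which passed without TSA 3. With UO126 it ranged from -0.1495 to 0.2594 for Col2a1, -0.4662 to 0.06226 for Esam and -0.1317 to 0.1767 for Phlda2.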

Other observations

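The lists of lysosomal, Nrf2 and Ahr target genes were chosen only after the comparisons had been seen, their genes named here after their values were seen, and the rule that a median within 1 SE of 0 over genes going both ways decides nothing was set after the values were seen, which left 3 tests open whose medians lay under the bound of 0.05 set before.

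Antioxidant genes that Nrf2 controls rose with SB202190, the inhibitor with which Hmox1 rose. Of 23 measured Nrf2 targets, 8 rose and 0 fell, with a median log2 change of 0.368 (SE 0.036; adjusted p = 9.94e-10, 0.00145 with an estimated correlation). Srxn1, which reduces oxidized peroxiredoxins, changed by 0.92, Gclc, an enzyme of glutathione synthesis, by 0.78, Gsta4 by 0.71 and Txnrd1 by 0.58. The same list rose with UO126 (median 0.214, adjusted p = 0.000912, 0.0253 with an estimated correlation) and with TSA (median 0.728, adjusted p = 0.00189, 0.0289 with an estimated correlation), and its median with LY294002 was -0.0568 (adjusted p = 0.16). Activation of Nrf2 may be a part of the response to SB202190, as a hypothesis.

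Lysosomal genes outside the list fixed before also rose with SB202190, by a median of 0.225 over 44 genes (adjusted p = 1.38e-09, 0.0131 with an estimated correlation), where 5 rose and 1 fell. The galactosidase Glb1 changed by 0.63 and the mannosidase Man2b1 by 0.59, and with LY294002, where 5 of the genes rose and 0 fell, by 0.62 and 0.46. With TSA the median was 0.447 (adjusted p = 0.0021, 0.115 with an estimated correlation), where 28 rose and 6 fell. A wider change of lysosomal genes is consistent with these values for SB202190. With LY294002 the median was -0.0138 (SE 0.0358), under that bound, but 20 genes lay above 0 and 24 below with an SD of 0.37, wider than the distance to the median of 0.137 of the fixed list, which leaves a wider change open.

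Some kinase inhibitors activate the aryl hydrocarbon receptor Ahr, which was tested with 8 measured targets. Their median log2 change was -0.239 (SE 0.0917) with SB202190 (adjusted p = 0.00327, 0.0761 with an estimated correlation), which argues against Ahr activation there. It was -0.0567 with LY294002 and 0.0478 with UO126, under that bound, but within 1 SE of 0 over genes that went both ways (3 above 0 and 5 below, and 5 and 3), which leaves it open.

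The number of probe sets at least 1.4-fold apart with LY294002 was 2159, with 940 higher and 1219 lower. These are lower than the values quoted from the study above. At least 2-fold, 67 were higher and 128 lower, at 5-fold 0 were higher and 1 lower, and at 7-fold 0. These are also lower than the values quoted from the study above. With no filter on signal, 11961 probe sets differed at least 1.4-fold and 3321 at least 2-fold. These are higher than the values quoted from the study above, but the study filtered at 50, so they are not comparable. Phlda2 fell 2.83-fold with LY294002, an imprecise fold since its LY294002 mean of 33.7 lay under the signal threshold of 50. That is a smaller fall than the value quoted from the study above. F13a1 fell 1.62-fold, and Adamts5 was 1.56-fold and Nr4a1 3.36-fold higher (adjusted p = 0.0897). That fall is smaller and both increases are larger than the values quoted from the study above. The Nr4a1 signals with LY294002 ran from 238.8 to 1020, so its side of the study's value is not settled.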
